A study of Mus musculus with 36 samples.

How the data were processed

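The series holds 36 bulk RNA-seq libraries from mouse embryonic fibroblasts (fibroblasts grown from mouse embryos). Per the labels, the cells were wild type (WT) or lacked the kinase PERK (called Perk-null here) and received 1 of 6 treatments, with 3 replicates in each of the 12 groups. The treatments were the solvent DMSO, thapsigargin (Tg), BtdCPU, halofuginone, BtdCPU with thapsigargin, and halofuginone with thapsigargin. Groups were taken from the genotype, treatment and replicate number in the labels. The labels give no dose, no treatment time and no batch, and they name no second cell line for either genotype.

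Per the labels, RNA was extracted with a Quick-RNA kit and strand-specific libraries were sequenced on a DNBSEQ instrument. The labels mention both removal of ribosomal RNA and selection of mRNA, and they do not say how these were combined. The table deposited by the authors holds estimated counts per gene, not scaled between libraries, for 36930 entries. A value of 0.025 stands where a count of 0 would be expected and makes up 50.6% of the values, and 2.69% of the other values are not whole numbers. The labels state no aligner, counting tool, genome build, annotation or use of strand, so no coordinates are given. Gene length and GC content were taken from the longest GENCODE transcript of each gene. For names, neighbouring genes and chromosomes, symbols were matched to the RefSeq annotation of GRCm38.p6: 29178 symbols matched a current symbol and 1316 matched only an older one. In that annotation Ccne2, Il11, Lrrc17, Dusp6, Gadd45a, Gm15441, Hdgfrp3, Meg3, Eif2ak1, Ddit3 and Hspa5 overlap another tested gene, so their counts can include reads of the neighbour. Hspa1a and Hspa1b are near-identical copies whose counts are uncertain in the same way.

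From the deposited estimated counts, 27 entries named by a date number in place of a gene symbol were left out. They held 0.206% to 0.278% of the counts of a library. The 39 symbols found on more than 1 entry (86 entries) were summed, which left 36856 symbols, 28037 of them with a count in at least 1 library. Counts were then rounded to whole numbers. Library totals ran from 32454257 to 37178107 counts. A count of 0 in a library allows up to 3 counts, and a group whose libraries all had 3 counts or fewer was treated as lying at the floor. Intervals and floors of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. Libraries of a group were compared pairwise by a chi-square of their counts, which was at least 9.66 per degree of freedom, so no library repeated another.

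Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr by group, which left 16065, and libraries were scaled by TMM. A quasi-likelihood model with 12 group means was fitted to all 36 libraries with robust estimation, giving a common dispersion of 0.0199 and 24 residual degrees of freedom. Of 16 contrasts tested gene by gene, 11 compared 2 groups and 5 were interactions, that is, the response of Perk-null cells minus the response of WT cells. P-values were adjusted by Benjamini-Hochberg over the tested genes within a contrast, and a gene is called changed below an adjusted p of 0.05. "edgeR adjusted p" below means this value, and CPM means the edgeR cpm value on TMM-scaled library sizes.

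Gene lists were assembled from general knowledge of the pathways: integrated stress response targets (ISR, 49 genes), ATF6 targets (12), XBP1s targets (30), mitochondrial proteostasis (20), nuclear-encoded respiratory chain (73), respiratory chain mRNAs encoded by mitochondrial DNA (13), HSF1 targets (14) and NRF2 targets (15). No gene is on more than 1 list. The value given for a list is the median of its edgeR log2 fold changes. The list was tested against all other genes with limma 3.58.1 camera (preset correlation 0.01) on log2 CPM with a prior count of 2. P-values were adjusted over 160 tests (8 lists in 20 contrasts). Camera is a separate test of the list and does not test the median itself. The rotation test fry and camera with an estimated correlation were run beside it. The ISR score of a library is the mean log2 CPM of the ISR list minus its mean over the WT DMSO libraries. Scores were compared by two-sided exact permutation tests of 3 against 3 libraries, whose smallest possible p is 0.1, so these tests cannot pass 0.05. Gdf15 of the ISR list lay at the floor in the Perk-null DMSO libraries. With Gdf15 set to the bound that the floor allows, the list median was 0.23 for Perk-null against WT in DMSO (0.21 as fitted) and -0.54 for the interaction with BtdCPU (-0.53 as fitted), and no other contrast's median moved.

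Named genes follow a rule. Fixed readouts are Eif2ak3 (the gene of PERK), the other eIF2 alpha kinases, 6 ISR readouts (Atf4, Ddit3, Asns, Chac1, Trib3, Psat1) and the chaperones Hspa5 and Dnajb9. For each contrast of 2 groups, the 2 largest rises and 2 largest falls were added among genes past the threshold with an average log2 CPM of at least 2, no overlap in CPM between the groups and more than 3 counts in every library of the lower group. For each interaction the largest positive and the largest negative difference were added. Groups, tests, lists, this rule and the alternatives were fixed before the data were examined. The tests assumed whole counts, and the estimated counts were fitted in the same model after rounding.

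Replicate numbers recur in every group, and the labels do not say what a number marks. Pairing was checked by correlating the deviations of libraries from their group means. All 3 same-numbered pairs exceeded 0.1 in 2 of 20 contrasts, which compare WT cells with BtdCPU and thapsigargin (0.159 to 0.337) and with halofuginone and thapsigargin (0.162 to 0.308) against thapsigargin. For these 2 contrasts the numbers were read as pairs. The rule can miss pairing elsewhere, since 36 of 45 same-numbered WT pairs exceeded 0.1, against 13 of 45 in Perk-null cells. Counts, list tests and scores below come from the model without pairs unless the replicate block is named, so they leave such pairing out. Over all groups, same-numbered WT libraries correlated at 0.205 on average and other WT libraries at -0.102, while for Perk-null libraries the values were 0.0796 and -0.0397.

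The tests were tried on simulated negative binomial counts, drawn from the fitted means, library sizes and gene-wise dispersions, with 200 genes changed by 1 or 2 on the log2 scale. edgeR recovered 90.5% of them with 4.74% false calls among 15837 genes tested, and 80.0% with 3.61% false calls for an interaction. With no gene changed it called 0 genes, with 742 genes (4.69%) under an unadjusted 0.05. DESeq2 1.42.0 recovered 93.0% with 11.8% false calls among 16065 genes. A list shifted by 0.5 came out at a median of 0.39.

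Alternatives were no filter on low counts, DESeq2 size factors, library size only, a DESeq2 Wald test, a fit on the compared groups only, the replicate number as a block within each genotype, and leaving out each library in turn. For lists they were fry and camera with an estimated correlation. For the score they were a prior count of 0.5 and library size only, and for correlations across genes a limit of log2 CPM of at least 2. Comparisons that share control libraries were set beside 5 simulations with no effect.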

Results

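Transcript levels were measured in 36 libraries of mouse embryonic fibroblasts, 3 for each combination of 2 genotypes and 6 treatments. The kinase PERK phosphorylates eIF2 alpha when the endoplasmic reticulum (ER) is stressed and so starts the integrated stress response (ISR), in which ATF4 raises genes of amino acid metabolism and stress adaptation. Thapsigargin blocks the calcium pump of the ER and causes ER stress. BtdCPU activates another eIF2 alpha kinase, HRI, and halofuginone activates GCN2 by inhibiting prolyl-tRNA synthetase. The design asks what Perk-null cells fail to do under thapsigargin, and how far a compound acting through another kinase changes that. Libraries held 32454257 to 37178107 counts, and between 13251 and 14499 genes had at least 10 counts. In a principal component analysis of log2 CPM, components 1 and 2 held 56.5% and 17.4% of the variance.

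The targeted gene was examined first. Eif2ak3 stood at 31.1 ± 1.10 CPM (SD, n = 3) in WT DMSO libraries and at 9.95 ± 0.760 CPM (SD, n = 3) in Perk-null DMSO libraries, 32.0% of the WT level. The log2 difference was -1.64 (SE 0.187), and in all 6 treatments every Perk-null library lay under every WT library. No library contradicted its genotype label. Counts of Eif2ak3 nevertheless ran from 279 to 1337 in the 18 Perk-null libraries, so the transcript was still read in each of them. Eif2ak1, Ddit3 and Hspa5 overlap another tested gene, and their values can include its reads. Thapsigargin raised it by 1.48 (SE 0.180) on the log2 scale in WT cells and by 1.46 (SE 0.186) in Perk-null cells, and the difference between these rises was -0.02 (edgeR adjusted p 0.977). Group means of the other kinases lay between 33.6 and 46.9 CPM for Eif2ak1 (HRI), 23.6 and 38.5 CPM for Eif2ak2 (PKR), and 52.8 and 83.1 CPM for Eif2ak4 (GCN2).

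**Figure D1:**
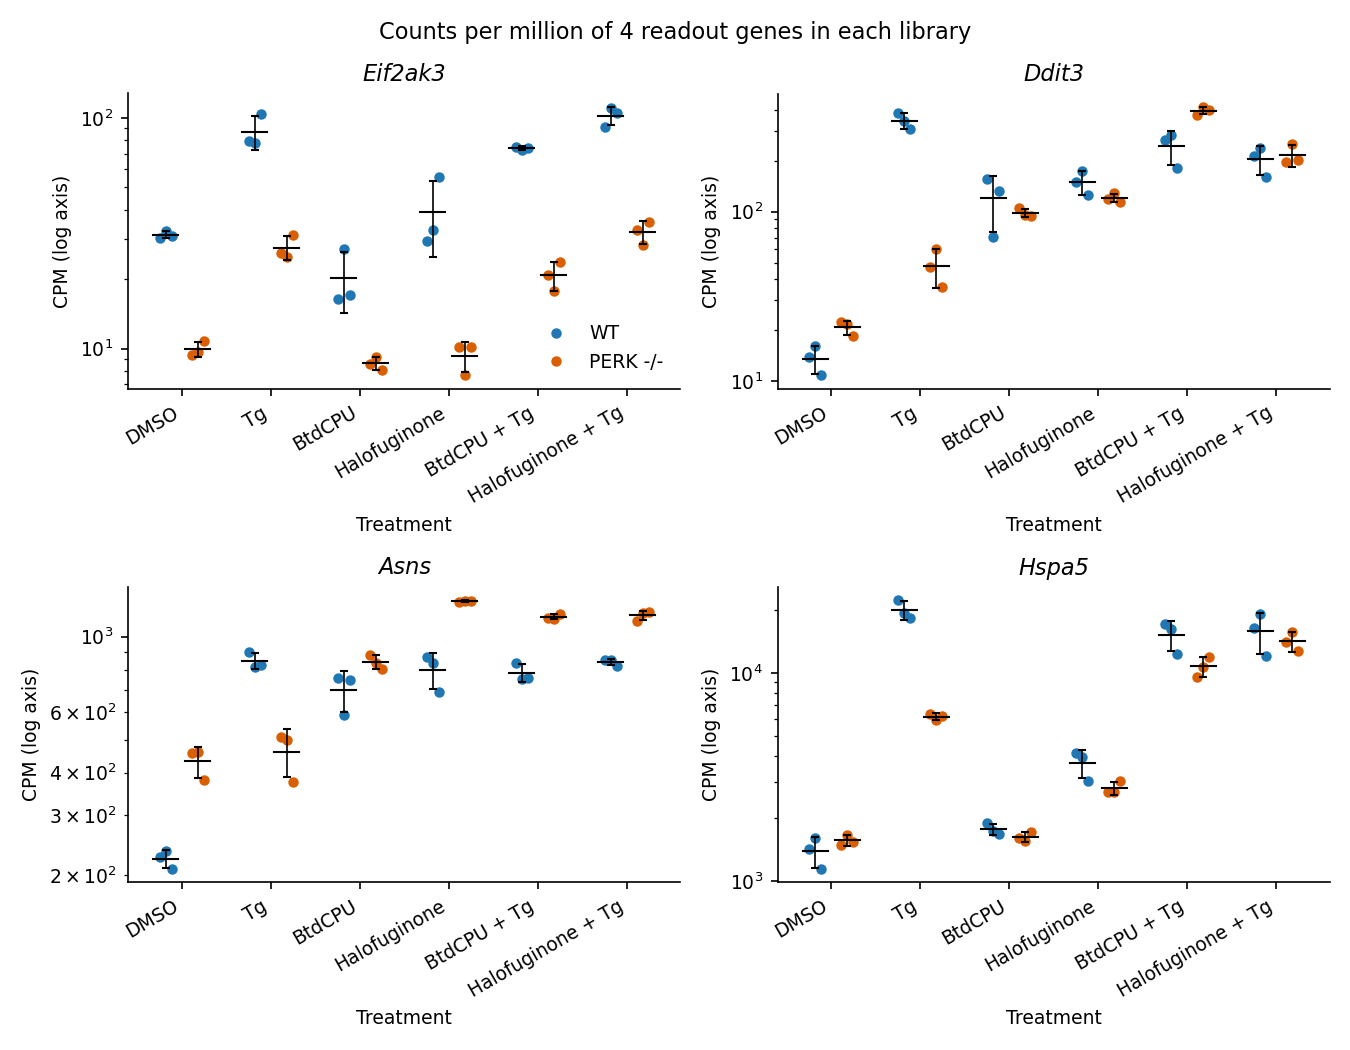
CPM of Eif2ak3, Ddit3, Asns and Hspa5 on log axes in each of the 36 libraries (points), by treatment and genotype, with group means (bars) and SD (whiskers, n = 3). Eif2ak3 is lower in Perk-null libraries within each treatment, and Ddit3 reaches 345 CPM in WT and 47.8 CPM in Perk-null cells with thapsigargin.

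In WT cells thapsigargin changed 7647 of 16065 tested genes, 4000 higher and 3647 lower. Among the alternatives that kept all replicates, the replicate block within genotype moved this count most, to 9012 genes. All 6 ISR readouts rose, by between 0.97 (Psat1) and 4.66 (Ddit3) on the log2 scale. Ddit3 went from 13.6 ± 2.62 to 345 ± 35.9 CPM (SD, n = 3), and Hspa5 from 1390 ± 232 to 20048 ± 2032 CPM (SD, n = 3). The largest rises by the naming rule were those of Atf3, 6.17 (SE 0.256, edgeR adjusted p 2.74e-18), and Avil, 5.82 (SE 0.452), and the largest falls those of Scara3, -3.93 (SE 0.244), and Oaf, -3.32 (SE 0.214). The median rise of the ISR list was 1.70 (camera adjusted p 3.22e-37), with 49 of 49 genes called higher, and likewise 49 when adjusted over the list alone. In Perk-null cells thapsigargin changed 4487 genes, 2449 higher and 2038 lower. The ISR list median was 0.31 there (camera adjusted p 0.000235), with 20 genes called higher and 2 lower, and 22 and 3 when adjusted over the list alone. Of the 6 readouts, 4 rose, by 0.31 (Atf4) to 1.56 (Trib3), while Asns and Psat1 did not pass the threshold. Bmp4 rose by 2.77 (SE 0.336) and Lrrc17 by 2.63 (SE 0.197), and Dusp6 changed by -3.94 (SE 0.202) and Egr1 by -3.81 (SE 0.250, edgeR adjusted p 5.75e-13).

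The response to thapsigargin differed between genotypes for 6124 genes, 3130 with a higher and 2994 with a lower value in Perk-null cells. The ISR list differed by a median of -1.52 (camera adjusted p 5.63e-28), with 44 genes called lower (46 when adjusted over the list alone). All 6 readouts had a smaller response, by between -0.87 (Psat1) and -3.46 (Ddit3). The lists of the other arms of the ER stress response still rose in Perk-null cells. The ATF6 list rose by 2.29 in WT and 1.45 in Perk-null cells, a difference of -0.92 (camera adjusted p 1.29e-05), and the XBP1s list by 0.91 and 0.76, a difference of -0.11 (camera adjusted p 0.0292). Hspa5 rose by 1.97 (SE 0.146) in Perk-null cells, to 6159 ± 230 CPM (SD, n = 3), and its response differed by -1.88 (SE 0.201, edgeR adjusted p 8.37e-09). Dnajb9 rose by 3.89 (SE 0.170) in WT and by 1.60 (SE 0.158) in Perk-null cells, a difference of -2.29 (SE 0.222, edgeR adjusted p 1.37e-09).

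**Figure D2:**
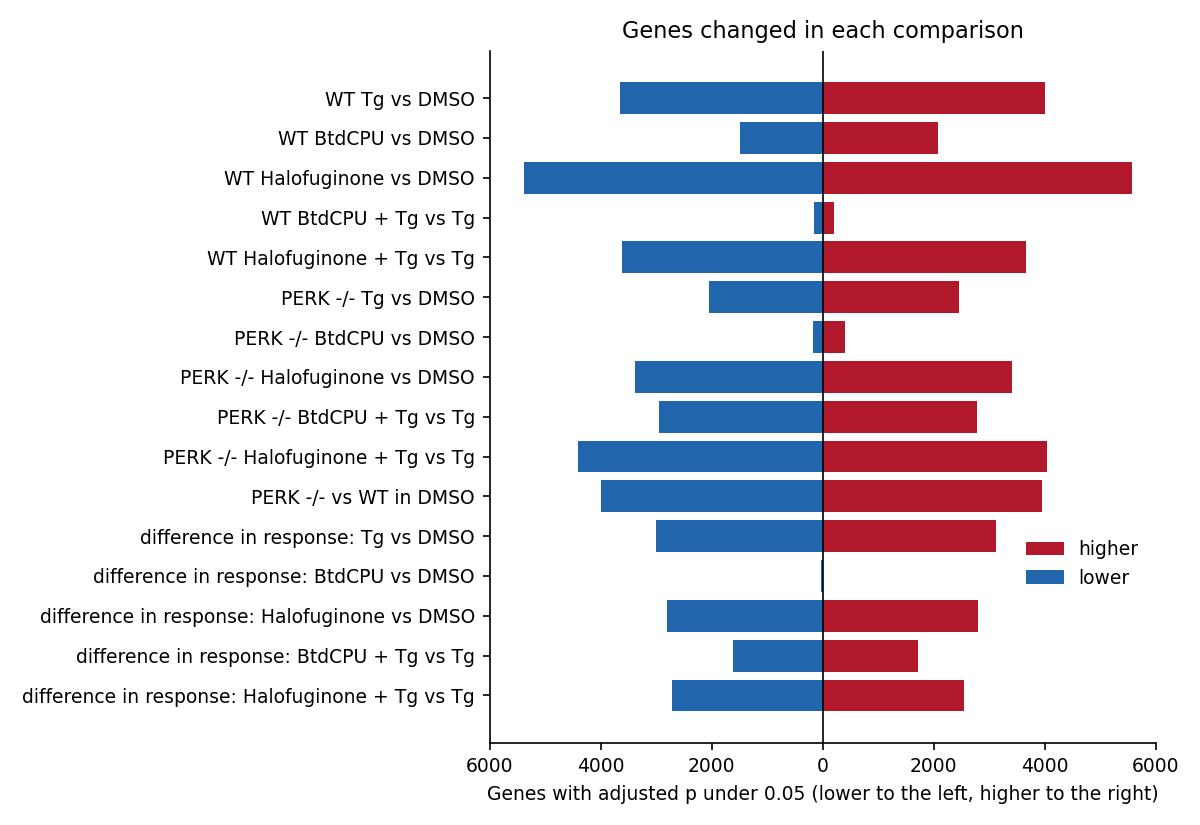
Number of genes with an edgeR adjusted p under 0.05 in each of 16 comparisons, higher to the right and lower to the left. Halofuginone in WT cells changed 10949 genes, and the response to BtdCPU differed between genotypes for 32.

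Given alone, both compounds raised the ISR list in both genotypes. BtdCPU changed 3571 genes in WT cells (2075 higher, 1496 lower) and 577 in Perk-null cells (410 higher, 167 lower). With library size as the only scaling, 45.1% of the WT calls were higher in place of 58.1%. The counts depend on single libraries: without WT BtdCPU replicate 1 the WT count was 1780, without replicate 2 it was 5062, and without Perk-null BtdCPU replicate 1 the Perk-null count was 326. The ISR list rose by a median of 1.49 in WT (camera adjusted p 8.99e-66) and 0.88 in Perk-null cells (camera adjusted p 4.27e-87), with 47 and 45 of 49 genes called higher (48 and 47 when adjusted over the list alone). The difference, -0.53, passed the threshold for the list (camera adjusted p 6.83e-26), whereas gene by gene only 7 ISR genes were called lower and 1 higher (32 and 1 when adjusted over the list alone). In all, 32 genes differed, 6 higher and 26 lower, with 1626 genes under an unadjusted 0.05. This count was 845 without WT BtdCPU replicate 2 and 14 without WT BtdCPU replicate 1. In WT cells Atf3 rose by 4.51 (SE 0.250) and Trib3 by 4.36 (SE 0.304), while Angptl4 changed by -2.07 (SE 0.253) and Ccne2 by -2.002 (SE 0.317). In Perk-null cells Trib3 rose by 3.47 (SE 0.292) and Adm2 by 3.37 (SE 0.433), while Cyp1b1 changed by -1.86 (SE 0.211) and Hmgcs1 by -1.37 (SE 0.186). Hspa5 did not pass the threshold with BtdCPU in WT cells (1775 ± 109 against 1390 ± 232 CPM) or in Perk-null cells (1627 ± 83.1 against 1568 ± 91.4 CPM, SD, n = 3).

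Halofuginone changed 10949 genes in WT cells (5577 higher, 5372 lower) and 6785 in Perk-null cells (3413 higher, 3372 lower). With library size as the only scaling the median of all genes in WT cells shifted by -0.11, and that of the difference between genotypes by 0.10, so changes in these contrasts are relative to the TMM scale. The rise of the ISR list was 1.56 in WT (camera adjusted p 7.57e-16) and 1.37 in Perk-null cells (camera adjusted p 1.96e-36), with 45 and 47 of 49 genes called higher (45 and 49 when adjusted over the list alone). The difference of -0.13 did not pass the threshold (camera adjusted p 0.582), although 5615 genes differed, 2807 higher and 2808 lower. Of the 6 readouts, 3 had a smaller response in Perk-null cells: Atf4 by -0.66 (SE 0.151, edgeR adjusted p 0.00104), Ddit3 by -0.91 (SE 0.295, edgeR adjusted p 0.0158, and not past the threshold at -0.77 without WT DMSO replicate 3) and Chac1 by -0.97 (SE 0.291, edgeR adjusted p 0.00990). In WT cells the largest rises were those of Atf3, 7.04 (SE 0.262), and Hist1h1d, 6.57 (SE 0.464), and the largest falls those of Skida1, -4.67 (SE 0.407), and Dna2, -4.66 (SE 0.311). Hist1h1d was uneven among the treated libraries (33.3 ± 25.9 CPM, SD, n = 3). In Perk-null cells Gadd45a rose by 5.13 (SE 0.254) and Car6 by 4.63 (SE 0.511), and Hspa1a and Hspa1b, whose counts are uncertain, changed by -3.31 (SE 0.308) and -3.21 (SE 0.288).

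The central comparison adds each compound to thapsigargin. In WT cells BtdCPU with thapsigargin differed from thapsigargin alone in 372 genes (208 higher, 164 lower), and in 2079 genes when the replicate number was taken as a block, as the pairing of these libraries allows. Without WT replicate 3 of the combination the count fell to 41, and with library size as the only scaling 80.7% of the calls were higher in place of 55.9%. The ISR list changed by -0.22 (camera adjusted p 2.34e-06, fry adjusted p 0.0992), and 0 of the 6 readouts passed the threshold, with Ddit3 and Psat1 under an unadjusted 0.05. With the replicate block Psat1 passed, at -0.26 (SE 0.0780, edgeR adjusted p 0.0264), and Ddit3 did not, at -0.52 (SE 0.190, edgeR adjusted p 0.0751). Atf4, Ddit3, Asns and Psat1 were each lower in all 3 same-numbered pairs. In Perk-null cells the same comparison changed 5723 genes (2783 higher, 2940 lower). The ISR list rose by 1.12 (camera adjusted p 1.30e-36), with 47 of 49 genes called higher and 1 lower, the same numbers as when adjusted over the list alone. All 6 readouts rose, by between 0.46 (Psat1) and 3.14 (Trib3), and Ddit3 went from 47.8 ± 12.3 to 396 ± 19.8 CPM (SD, n = 3). The difference between genotypes was 1.37 for the ISR list (camera adjusted p 6.93e-46) and reached the threshold for 3343 genes, 1726 higher and 1617 lower. With library size as the only scaling, 41.4% of these calls were higher in place of 51.6%.

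Halofuginone with thapsigargin differed from thapsigargin alone in 7276 genes in WT cells (3665 higher, 3611 lower). In Perk-null cells 8462 genes differed (4047 higher, 4415 lower). With the replicate number as a block, as the pairing of the WT libraries allows, the WT count was 8597. The ISR list median was -0.11 in WT cells (camera adjusted p 0.114). It passed the threshold at -0.15 with no filter on low counts (camera adjusted p 0.0135) and at -0.12 without WT thapsigargin replicate 2. There 3 readouts fell, Ddit3 by -0.76 (SE 0.203), Atf4 by -0.54 (SE 0.107) and Psat1 by -0.28 (SE 0.111), and Chac1 rose by 0.91 (SE 0.195). Psat1 did not pass without replicate 1 (-0.29) or 3 (-0.22) of the combination or WT thapsigargin replicate 1 (-0.23). With all replicates and the replicate block it passed, at -0.29 (SE 0.0780, edgeR adjusted p 0.00233). In Perk-null cells the ISR list median was 1.13 (camera adjusted p 6.70e-19). There 43 genes were called higher and 2 lower (44 and 2 when adjusted over the list alone). Of the 6 readouts, 5 rose, by 0.41 (Psat1) to 2.46 (Trib3). Atf4 did not pass (edgeR adjusted p 0.107), but passed with the replicate block, at 0.21 (SE 0.0862, edgeR adjusted p 0.0392). It also passed with only the compared groups in the fit (0.24), without replicate 3 of the combination (0.29) and without Perk-null thapsigargin replicate 2 (0.30). The difference was 1.28 for the list (camera adjusted p 6.79e-29) and passed the threshold for 5259 genes, 2548 higher and 2711 lower.

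**Figure D3:**
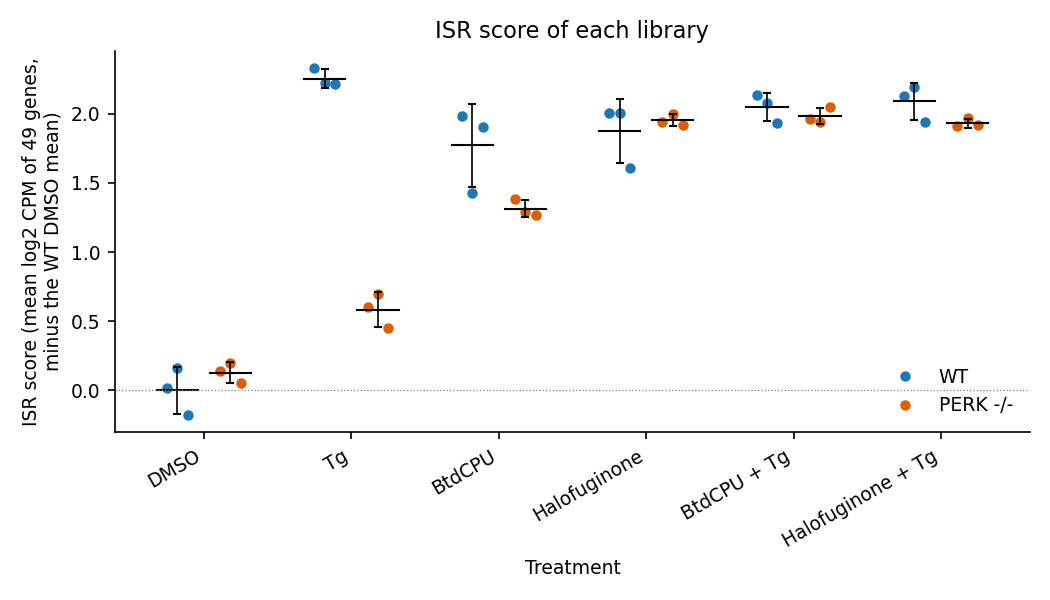
ISR score (mean log2 CPM of 49 ISR genes minus the WT DMSO mean) of each of the 36 libraries by treatment and genotype, with group means (bars) and SD (whiskers, n = 3). With thapsigargin alone the Perk-null libraries average 0.58 and the WT libraries 2.26. With either compound added the genotypes overlap, through WT replicate 3 alone.

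The ISR score places all libraries on 1 scale. It was 0.13 ± 0.07 in Perk-null and 0.00 ± 0.17 in WT DMSO libraries (SD, n = 3, exact permutation p 0.3). With thapsigargin it was 2.26 ± 0.07 in WT and 0.58 ± 0.13 in Perk-null cells (SD, n = 3), a difference of 1.67 with no overlap (exact permutation p 0.1, the smallest possible). With BtdCPU alone it was 1.77 ± 0.30 and 1.31 ± 0.06, and with halofuginone alone 1.87 ± 0.23 and 1.95 ± 0.04. With BtdCPU and thapsigargin it was 2.05 ± 0.10 in WT and 1.98 ± 0.06 in Perk-null cells (exact permutation p 0.4), and with halofuginone and thapsigargin 2.09 ± 0.13 and 1.93 ± 0.03 (exact permutation p 0.2). With the same compound and thapsigargin the libraries of both genotypes thus overlapped, but only through WT replicate 3 (1.9355 with BtdCPU and 1.9435 with halofuginone). WT replicates 1 and 2 scored 2.14 and 2.08 with BtdCPU, above the highest Perk-null library at 2.05. With halofuginone they scored 2.13 and 2.20, above the highest Perk-null library at 1.97. Perk-null cells with a compound and thapsigargin lay under WT cells with thapsigargin alone, by -0.27 with BtdCPU and -0.32 with halofuginone, without overlap (exact permutation p 0.1 in both). Among 15 contrasts of groups within a genotype or in DMSO, groups did not overlap in 14, and their Benjamini-Hochberg adjusted exact permutation p was 0.107. Against DMSO, the ISR list rose in WT cells by 1.59 with BtdCPU and thapsigargin and by 1.61 with halofuginone and thapsigargin, and in Perk-null cells by 1.30 and 1.31.

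**Figure D4:**
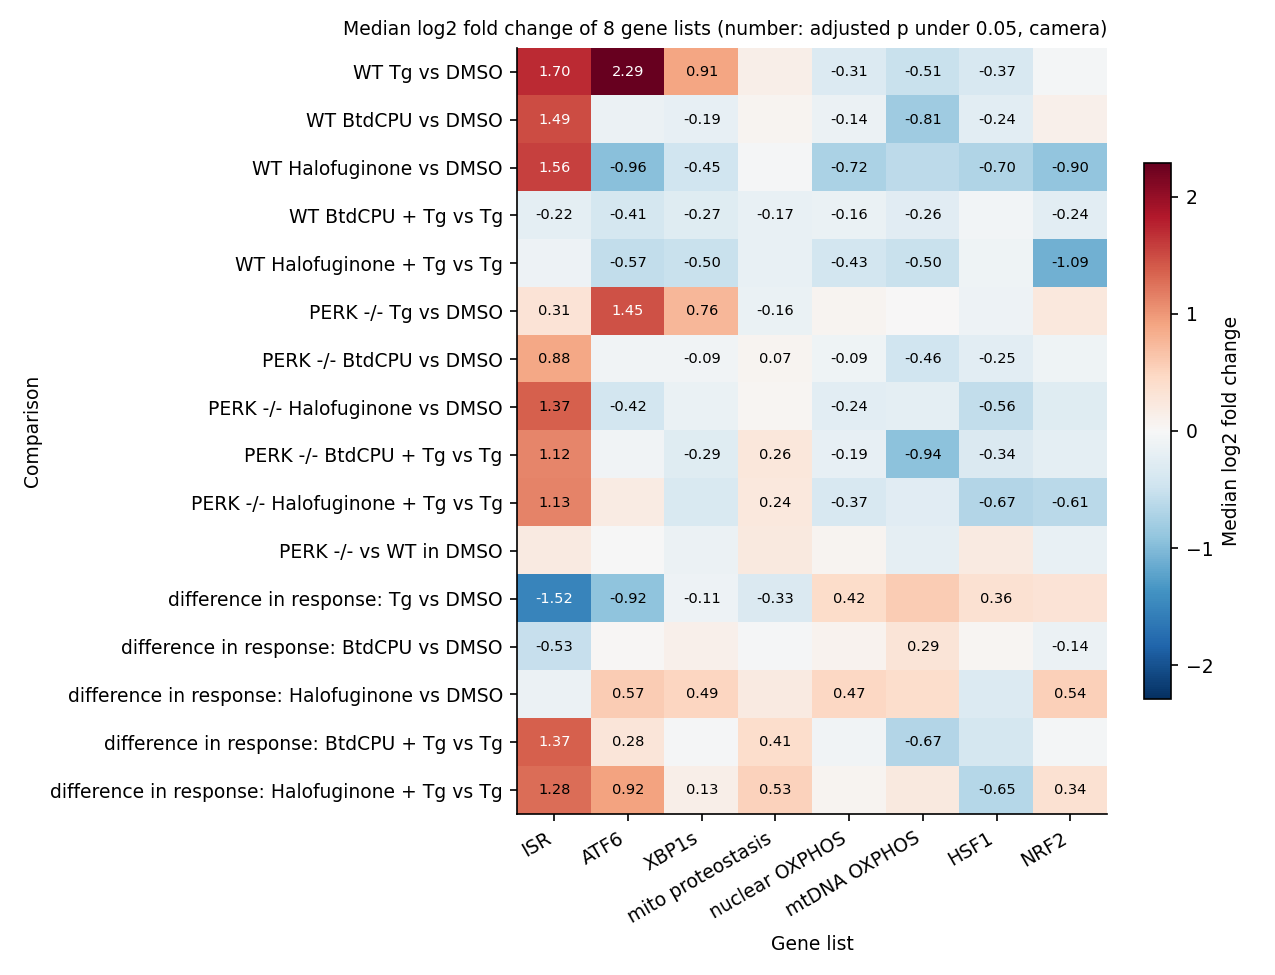
Median log2 fold change of 8 gene lists (columns) in 16 comparisons (lines of the grid), as colour, with the value printed where the camera adjusted p was under 0.05. The ISR column is 1.70 with thapsigargin in WT and 0.31 in Perk-null cells, and 1.12 and 1.13 when BtdCPU or halofuginone is added to thapsigargin in Perk-null cells.

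Mitochondrial lists addressed the remodelling named in the study's title. The mitochondrial proteostasis list rose over thapsigargin in Perk-null cells by 0.26 with BtdCPU (camera adjusted p 0.000238) and by 0.24 with halofuginone (camera adjusted p 0.00761), with 11 of 20 genes called higher in each. Thapsigargin itself had lowered it there by -0.16 (camera adjusted p 0.00615; -0.28 without Perk-null thapsigargin replicate 2), and against DMSO it stood at -0.051 with BtdCPU and thapsigargin (camera adjusted p 0.292) and 0.011 with halofuginone and thapsigargin (camera adjusted p 0.482). Neither sign was stable: without Perk-null DMSO replicate 2 the first was 0.025, and without Perk-null DMSO replicate 3 the second was -0.074. In WT cells the list changed over thapsigargin by -0.17 with BtdCPU (camera adjusted p 0.00127, and not past the threshold at -0.14 without WT thapsigargin replicate 1) and by -0.16 with halofuginone (camera adjusted p 0.0709). The latter was -0.056 without WT thapsigargin replicate 1, and it passed without replicate 2 (-0.15) or 3 (-0.22) of thapsigargin or replicate 2 of the combination (-0.24). The responses of the genotypes thus differed by 0.41 (camera adjusted p 1.47e-06) and 0.53 (camera adjusted p 1.92e-05), and these differences include the negative WT values. The nuclear-encoded respiratory chain list fell in WT cells with thapsigargin by a median of -0.31, with BtdCPU by -0.14 and with halofuginone by -0.72. In Perk-null cells it fell by -0.09 with BtdCPU and -0.24 with halofuginone, and over thapsigargin by -0.19 and -0.37. Over thapsigargin in WT cells it likewise fell, by -0.16 with BtdCPU and -0.43 with halofuginone. The differences between genotypes over thapsigargin, -0.072 and 0.071, were not among those past the camera threshold. With a trend on GC content and gene length removed, the falls with BtdCPU were -0.023 in WT and -0.090 in Perk-null cells. Over thapsigargin they were then -0.13 and -0.077. For this list the WT value with BtdCPU did not pass at -0.067 without WT BtdCPU replicate 3, and was -0.25 without replicate 2. The Perk-null value with BtdCPU did not pass at -0.022 without Perk-null DMSO replicate 2. That with BtdCPU over thapsigargin in Perk-null cells was -0.095 without Perk-null thapsigargin replicate 2, and still passed. The mRNAs encoded by mitochondrial DNA changed with BtdCPU by -0.81 in WT and -0.46 in Perk-null cells (camera adjusted p 1.64e-06 and 6.01e-05, fry adjusted p 0.00303 and 0.112), and by -0.94 over thapsigargin in Perk-null cells (camera adjusted p 4.47e-05, fry adjusted p 0.00121). The WT value was -1.39 without WT BtdCPU replicate 2. Over thapsigargin in WT cells their change was -0.26 (camera adjusted p 0.0158, fry adjusted p 0.338), which rested on 1 library: without WT replicate 3 of the combination it was 0.018. These mRNAs also fell in WT cells without BtdCPU: by -0.51 with thapsigargin (camera adjusted p 0.0303, fry adjusted p 0.0637), by -0.50 with halofuginone over thapsigargin (camera adjusted p 0.0325, fry adjusted p 0.0672) and by -1.10 with halofuginone and thapsigargin against DMSO (camera adjusted p 0.00266, fry adjusted p 0.000556). With halofuginone alone their change was -0.60 (camera adjusted p 0.103, fry adjusted p 0.0437), with 8 of 13 genes called lower, and it passed camera at -0.87 without WT halofuginone replicate 1. The fall with thapsigargin did not pass without WT thapsigargin replicate 3 (-0.41) or WT DMSO replicate 2 (-0.45). That with halofuginone over thapsigargin did not pass without replicate 3 of the combination (-0.30) or without WT thapsigargin replicate 1 (-0.46) or 2 (-0.42). The rRNAs encoded by mitochondrial DNA rose with BtdCPU, and were the largest rises of the WT combination over thapsigargin, 2.90 (SE 0.241) for Rnr1 and 2.95 (SE 0.296) for Rnr2.

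Of the unrelated stress lists, HSF1 targets fell with halofuginone by -0.70 in WT and -0.56 in Perk-null cells, with BtdCPU by -0.24 and -0.25 (camera adjusted p 0.00236 and 1.42e-06), and with thapsigargin in WT cells by -0.37 (camera adjusted p 0.00622). The WT value with halofuginone did not pass without WT halofuginone replicate 2 (-0.596). The NRF2 targets fell with halofuginone by -0.90 in WT cells. Over thapsigargin, halofuginone changed the NRF2 list by -1.09 in WT and -0.61 in Perk-null cells. The ATF6 list changed with halofuginone by -0.96 in WT and -0.42 in Perk-null cells. Over thapsigargin it changed in WT cells by -0.57 with halofuginone and -0.41 with BtdCPU. Against DMSO, Hspa5 instead rose with halofuginone, by 1.41 (SE 0.143) in WT and by 0.83 (SE 0.142) in Perk-null cells. Dnajb9 did not pass the threshold with halofuginone alone in either genotype. The camera calls depend on the preset correlation: of 85 calls outside the ISR list among 140 tests, 69 also passed fry and 5 passed in total with an estimated correlation. For the ISR list 17 of 20 contrasts passed camera, 16 fry and 9 the estimated correlation.

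Over thapsigargin, the largest changes with BtdCPU in WT cells were, beside Rnr1 and Rnr2, Avil, -1.20 (SE 0.321), and Hmgcs1, -1.12 (SE 0.185). In Perk-null cells they were Car6, 4.62 (SE 0.494), Kif21b, 4.08 (SE 0.356), Cyp1b1, -3.69 (SE 0.220), and Gm15441, -2.86 (SE 0.285). With halofuginone they were Il11, 4.51 (SE 0.216), Stmn4, 3.92 (SE 0.309), Efna4, -3.05 (SE 0.211), and Sapcd2, -2.84 (SE 0.252), in WT cells. In Perk-null cells they were Gm36182, 4.74 (SE 0.615), Gadd45a, 4.55 (SE 0.245), 5430435G22Rik, -3.60 (SE 0.308), and Dennd3, -3.52 (SE 0.278).

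Untreated cells of the 2 genotypes differed in 7949 genes, 3948 higher and 4001 lower in Perk-null cells. Klhl1 was higher by 7.30 (SE 0.344) and Crabp2 by 7.06 (SE 0.273), and Asb4 and Hdgfrp3 were lower, at -7.04 (SE 0.335) and -6.83 (SE 0.304). The ISR list median was 0.21 and did not pass the threshold (camera adjusted p 0.146), although 4 of the 6 readouts were higher, by 0.61 (Ddit3) to 0.95 (Asns), and 3 with the replicate block, where Ddit3 did not pass. The 4 genes of the Y chromosome that were tested had 878 or more counts in each WT library and at most 7 in any Perk-null library, while Xist averaged 0.0574 ± 0.107 CPM (SD, n = 18) in WT libraries and reached 673 CPM in a Perk-null library. Genes of chromosome 9 had a median -0.47 from that of all genes. Differences between genotypes therefore include differences between these lines other than Perk.

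Genes with the largest differences in response often lay at the floor in 1 group, so levels are given without folds. Ccl20 was read at 12.9 ± 4.29 CPM in WT cells with thapsigargin and at 0 in WT DMSO, 0.0545 ± 0.0945 in Perk-null cells with thapsigargin and 0.137 ± 0.10 in Perk-null DMSO (SD, n = 3). Plcg2 and Meg3 were read in WT cells, at 9.88 ± 1.83 CPM in DMSO and 36.5 ± 10.4 CPM with thapsigargin, and had 0 counts in the same Perk-null groups. Kdm5d, a Y chromosome gene, had at most 7 counts in the Perk-null libraries, and Lhx8 at most 3 in the WT libraries compared. Stmn4 was at the floor in WT DMSO and reached 21.8 ± 1.22 CPM with halofuginone. For Acot1, which halofuginone lowered in WT cells from 49.3 ± 4.68 to 5.49 ± 0.480 CPM and raised in Perk-null cells from 0.163 ± 0.0967 to 1.46 ± 0.366 CPM (SD, n = 3), the difference was 6.30 (SE 0.320). With BtdCPU it was 2.46 (SE 0.346) for Acot1 and -2.87 (SE 0.523) for Cxcl10.

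Across the 16065 tested genes, which are not independent replicates, the log2 responses of Perk-null and WT cells correlated at a Pearson r of 0.13 for thapsigargin (Spearman 0.07), 0.30 for BtdCPU (0.47) and 0.59 for halofuginone (0.67). Over thapsigargin the values were 0.02 for BtdCPU (0.09) and 0.37 for halofuginone (0.43). Limiting genes to an average log2 CPM of at least 2 moved the BtdCPU value most, to 0.70. BtdCPU and halofuginone, each against the same DMSO libraries, correlated at 0.35 in WT and 0.51 in Perk-null cells. Simulations with no effect gave 0.50 in both. Every simulated change is noise, partly of the shared controls, whereas in the data the compounds changed many genes. How much of either value the shared controls produce therefore stays open. With separate controls (BtdCPU against DMSO, halofuginone with thapsigargin against thapsigargin) the values were 0.03 and 0.23. Both lay above the highest of 5 simulations with no effect, 0.0195 and 0.0178.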

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

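The tests of the starting level and of the end level of the ISR list and its readouts, the test of scaling for thapsigargin, and the question of other differences between the cell lines were chosen after the results were seen. The results in this part are those whose response differed between Perk-null and WT cells by a test of the difference itself.

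The ISR list rose less with thapsigargin in Perk-null cells, by a median difference of -1.52. A higher starting level in Perk-null cells would bring both genotypes to the same end level. The Perk-null score instead ended -1.67 from the WT score without overlap. Psat1 is an exception, as it started at 643 CPM in Perk-null and 350 CPM in WT DMSO libraries and ended at 692 and 689 CPM. A higher start stays open for Psat1, whereas Atf4, Ddit3, Asns, Chac1 and Trib3 ended lower in Perk-null cells. The list difference was -1.50 with library size as the only scaling and -1.42 after a trend on GC content and gene length was removed. Leaving out any 1 of the 12 libraries brought it no closer to 0 than -1.46, which argues against a mislabelled library as its source. The labels name 1 line per genotype, so loss of Perk and any other difference between the lines cannot be told apart here, and what keeps this open is the lack of another line. The smaller response may reflect loss of Perk as a hypothesis, with the line itself as the open alternative.

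The ISR list rose more over thapsigargin in Perk-null cells, by 1.37 with BtdCPU and 1.28 with halofuginone. The smaller of these differences was 1.30 with library size only, 1.27 after the trend on GC content and length was removed and 1.23 with any 1 library left out, so none of these accounts for it. Both genotypes ended with ISR scores that overlapped through WT replicate 3 alone, the larger gap being -0.16 for Perk-null minus WT. Behind this mean, genes of the list went both ways. With BtdCPU and thapsigargin 14 of the 49 were higher and 15 lower in Perk-null than in WT cells (edgeR adjusted p under 0.05), and with halofuginone and thapsigargin 11 were higher and 17 lower. Of the 6 readouts, 4 ended higher in Perk-null cells with BtdCPU and thapsigargin, past the threshold (edgeR adjusted p under 0.05) and without overlap: Ddit3 (396 against 243 CPM), Trib3 (356 against 214), Asns (1143 against 783) and Psat1 (950 against 579). Atf4 was also higher without overlap (1370 against 1253) but did not pass the threshold (edgeR adjusted p 0.301). Chance gives no overlap in either direction in 10% of cases for 3 against 3. An equal end level therefore leaves out most readouts with BtdCPU. With halofuginone and thapsigargin 2 ended higher by the same measure (Asns and Psat1), and Chac1 ended lower. In DMSO, Ddit3, Asns and Psat1 were already higher in Perk-null cells. For the list as a whole, a common end level reached from a lower start and a stronger action of the compounds cannot be told apart, since its genes differ in both directions and the lines differ as well.

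The ISR list rose less with BtdCPU alone in Perk-null cells, by -0.53. The Perk-null score ended -0.46 from the WT score, which a higher start of the whole list would not give. With library size as the only scaling the scores were 1.37 in Perk-null and 1.70 in WT cells, and the libraries overlapped. This overlap rested on WT BtdCPU replicate 2, at 1.41. Replicates 1 and 3 stood at 1.89 and 1.78, above the highest Perk-null library at 1.44. Atf4 (1073 against 1038 CPM), Asns (843 against 697) and Psat1 (851 against 629) ended at least as high in Perk-null cells. For these a higher start stays open, whereas Ddit3 (98.6 against 120), Chac1 (66.4 against 92.8) and Trib3 (151 against 246) ended lower. The list difference was -0.51 after the trend on GC content and length was removed, and -0.43 at its closest to 0, without WT BtdCPU replicate 1. The 2 lines stay an open explanation here as well, as untested.

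Of the lists other than ISR, 19 differences passed the camera threshold. With thapsigargin they were -0.92 for ATF6, -0.11 for XBP1s, -0.33 for mitochondrial proteostasis, 0.42 for the nuclear-encoded respiratory chain and 0.36 for HSF1. With BtdCPU they were 0.29 for the mRNAs of mitochondrial DNA and -0.14 for NRF2. With halofuginone they were 0.57 for ATF6, 0.49 for XBP1s, 0.47 for the nuclear-encoded respiratory chain and 0.54 for NRF2. For BtdCPU over thapsigargin they were 0.28 for ATF6, 0.41 for mitochondrial proteostasis and -0.67 for the mRNAs of mitochondrial DNA. For halofuginone over thapsigargin they were 0.92 for ATF6, 0.13 for XBP1s, 0.53 for mitochondrial proteostasis, -0.65 for HSF1 and 0.34 for NRF2. With library size only, 18 of the 19 kept their direction and most of their size, the exception being NRF2 with BtdCPU (-0.06). After the trend on GC content and length was removed, 18 did, the exception being the mRNAs of mitochondrial DNA with BtdCPU (0.06). Calls were lost with 1 library left out for HSF1 with thapsigargin and for both lists with BtdCPU. The same held for ATF6 and the mRNAs of mitochondrial DNA with BtdCPU over thapsigargin, and for XBP1s with halofuginone over thapsigargin. The mRNAs of mitochondrial DNA with BtdCPU ran from 0.099 without WT BtdCPU replicate 3 to 0.72 without replicate 2. Of the 19, 15 also passed fry and 0 passed camera with an estimated correlation. Neither scaling nor GC content and length accounts for most of these differences, and the difference between the lines stays open for all of them.

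By gene, the response differed for 6124 genes with thapsigargin, 32 with BtdCPU, 5615 with halofuginone, 3343 with BtdCPU over thapsigargin and 5259 with halofuginone over thapsigargin. For the 12 libraries of each, the genotype labels were exchanged between libraries of the same treatment in 40 splits, the real one included. As many genes were called in 3 of 40 splits for thapsigargin, 6 of 40 for BtdCPU, 3 of 40 for halofuginone, 5 of 40 for BtdCPU over thapsigargin and 4 of 40 for halofuginone over thapsigargin. These shares exceed 0.05, so the counts by themselves do not set the real grouping apart from all 40 splits. Of the 40, 19 exchange unequal numbers of libraries in the 2 treatments and can carry the difference between the genotypes into the result. Among the 21 that exchange equal numbers, the real split alone gave as many genes in 4 of the 5 comparisons, and for BtdCPU 2 of 21 did, with 185 genes in the other. This restriction was chosen after the counts of splits were seen. Apart from the real split, the equal exchanges place libraries of both genotypes in every group, which widens the spread within groups. Few calls are then likely whatever the responses, so these splits cannot decide whether the responses differ.

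For the 11 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in each case. With 3 against 3 libraries a smaller share is not possible, and the other splits mix the 2 groups in the same way. For BtdCPU in WT cells, the split that exchanges BtdCPU replicate 2 and DMSO replicate 3 gave 3252 genes, against 3571.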

How the results depend on the processing

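All alternatives were chosen before the data were examined. Under the alternatives that kept all replicates, the ISR list, the other lists past the threshold and the named genes kept their direction. With DESeq2 size factors or library size only, all 16 counts stayed within 1.5 times the reported count.

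With the replicate number as a block, counts became 5534 (reported 3571) for BtdCPU in WT cells, 2079 (372) for BtdCPU over thapsigargin in WT cells, 1577 (577) for BtdCPU in Perk-null cells and 587 (32) for the BtdCPU difference between genotypes. With only the compared groups in the fit, the same 4 counts were 835, 23, 1265 and 2. With no filter on low counts, BtdCPU over thapsigargin in WT cells gave 813 and the BtdCPU difference 314. With the DESeq2 test, these gave 809 and 156, and BtdCPU in Perk-null cells 877. For these counts the cause was not tested.

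The ISR list lost its call with an estimated correlation in 8 contrasts, at unchanged medians: 1.56 for halofuginone in WT cells (adjusted p 0.161), -0.22 for BtdCPU over thapsigargin in WT cells (0.445), 0.31 for thapsigargin in Perk-null cells (0.566), 1.13 for halofuginone over thapsigargin in Perk-null cells (0.113), and 1.61 for halofuginone and thapsigargin against DMSO in WT cells (0.113). The others were the differences with thapsigargin, -1.52 (0.0551), with BtdCPU, -0.53 (0.0614), and with halofuginone over thapsigargin, 1.28 (0.0516). These come from limma camera, where the larger correlation widens the test. With fry, 1 was lost, -0.22 for BtdCPU over thapsigargin in WT cells (0.0992). With no filter, halofuginone over thapsigargin in WT cells passed at -0.15, and the cause was not tested. Of the 85 calls of other lists, 5 remained in number with an estimated correlation.

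The ISR score moved by more than 1 SD for Perk-null cells with BtdCPU, to 1.37 with library size only, with halofuginone, to 2.00 with a prior count of 0.5, and with halofuginone and thapsigargin, to 1.98 with that prior and 1.99 with library size only. Limiting genes to an average log2 CPM of at least 2 moved 7 of 9 correlations: between genotypes to 0.70 for BtdCPU, 0.77 for halofuginone, 0.13 for BtdCPU over thapsigargin and 0.50 for halofuginone over thapsigargin, between compounds with shared controls to 0.50 in WT cells, and with separate controls to 0.14 in WT and 0.35 in Perk-null cells. This alternative leaves out genes with few counts.

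Fits that each left out 1 replicate gave these ranges of counts. In WT cells they were 6683 to 7076 for thapsigargin, 1780 to 5062 for BtdCPU (without BtdCPU replicates 1 and 2), 10287 to 10567 for halofuginone, 41 to 331 for BtdCPU over thapsigargin (41 without replicate 3 of the combination) and 6010 to 7014 for halofuginone over thapsigargin. In Perk-null cells they were 3266 to 3889, 326 to 405 (326 without BtdCPU replicate 1), 5487 to 6437, 4637 to 4973 and 7533 to 7816 in the same order. They were 7131 to 7337 between genotypes in DMSO. For the differences they were 5531 to 5886, 14 to 845 (without WT BtdCPU replicates 1 and 2), 4630 to 5766, 2716 to 3191 and 4431 to 5176.

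For the ISR list the ranges in WT cells were 1.62 to 1.77, 1.41 to 1.62, 1.46 to 1.58, -0.26 to -0.16 and -0.18 to -0.030, the last passing at -0.12 without thapsigargin replicate 2. In Perk-null cells they were 0.20 to 0.39 (0.20 without thapsigargin replicate 2), 0.81 to 0.91, 1.34 to 1.40, 1.10 to 1.21 and 1.14 to 1.21, and in DMSO 0.13 to 0.31. For the differences they were -1.52 to -1.46, -0.64 to -0.43, -0.17 to -0.013, 1.34 to 1.499 and 1.23 to 1.40. Against DMSO the combinations gave 1.45 to 1.59 and 1.57 to 1.70 in WT cells and 1.25 to 1.34 and 1.24 to 1.38 in Perk-null cells.

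Among the alternatives, reversed directions came only from fits without 1 replicate. Removing the trend on GC content and length, which was not among them, also reversed some list medians. For mitochondrial proteostasis it gave -0.17 in place of 0.011 for halofuginone and thapsigargin against DMSO in Perk-null cells. For the same list with thapsigargin in WT cells it gave -0.057 in place of 0.13. The mRNAs of mitochondrial DNA for BtdCPU over thapsigargin in WT cells ran from -0.55 to 0.018 (0.018 without replicate 3 of the combination). Mitochondrial proteostasis against DMSO in Perk-null cells, near 0 as reported, ran from -0.070 to 0.025 with BtdCPU and thapsigargin and from -0.074 to 0.026 with halofuginone and thapsigargin. The difference of Eif2ak3 with thapsigargin, near 0 as reported, ran from -0.12 to 0.13, with 0.126, 0.013, 0.035 and 0.047 in 4 of 12 fits. Calls were also lost among other results past the threshold, counted as pairs of a result and a setting. There were 76 such pairs for named genes and 142 for other lists, 80 of these 142 with an estimated correlation.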

Other observations

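The tests of Y-linked genes, of WT cells among the Perk-null libraries, of selection of polyadenylated RNA, of halofuginone against BtdCPU for mitochondrial mRNAs, and of the correlation for halofuginone by itself were chosen after the results were seen.

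Many genes differed between the lines in DMSO. Ddx3y, Eif2s3y, Kdm5d and Uty, all on the Y chromosome, were read in each of 18 WT libraries, and Kdm5d reached no more than 0.187 CPM in any of 18 Perk-null libraries, as lines of different Y content would give. Among 10356 genes with a chromosome and an average log2 CPM of at least 2, the median difference on chromosome 9 lay -0.47 from that of all genes, with chromosome 19 at 0.44, chromosome 3 at 0.42, chromosome 6 at 0.31 and chromosomes 1 and 10 both at -0.32. Unequal copy number of whole chromosomes may thus contribute to the difference between the lines. No DNA was analysed here, and a biological effect of Perk on the remaining genes was not separated from it. In addition, 48 genes had at least 10 CPM in WT DMSO and under 1% of that in Perk-null DMSO.

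Eif2ak3 was read in Perk-null libraries at 32.0% of the WT level in DMSO. WT cells among the Perk-null cells would bring the Y-linked genes to a like share, whereas these stood at 0.0106% of the WT level, which argues against such a mixture. A transcript of the disrupted gene stays open and was not tested, since the values are per gene.

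The mRNAs encoded by mitochondrial DNA fell with BtdCPU while the rRNAs Rnr1 and Rnr2 rose. Rnr1 rose by 1.99 to 3.47 and Rnr2 by 1.91 to 3.31 on the log2 scale across 4 contrasts (largest edgeR adjusted p 4.05e-05). For Rnr2 the lowest of the 12 libraries with BtdCPU stood at 2106 CPM and the highest of the 24 others at 1076 CPM, and for Rnr1 at 474.3 and 474.0 CPM. Copies of these genes in the nuclear genome leave the origin of their reads uncertain. Scaling was tested for the fall of the mRNAs in 3 contrasts: BtdCPU in each genotype, and BtdCPU over thapsigargin in Perk-null cells. The smallest of these falls was -0.46 with library size only, so scaling does not account for them. BtdCPU over thapsigargin in WT cells was left out. Its fall of -0.26 turned to 0.018 without WT replicate 3 of the combination. The mean change of Rnr1 and Rnr2 with BtdCPU over thapsigargin in Perk-null cells was 3.11, a rise that poorer removal of ribosomal RNA from these libraries would also give. Within groups, the SD of Rnr1 and Rnr2 was 1.01 times that of the mRNAs, which says nothing about a difference between groups. Uneven removal and a change in the cells therefore cannot be told apart here, since removal was not measured apart from the treatment. Across 4 other RNAs without a poly(A) tail (Rn7sk, Rn7s1, Rn7s2 and Rpph1) the median change with BtdCPU was -0.25, with 1 of 16 values past the threshold (Rpph1, -2.30), which argues against weaker selection of polyadenylated RNA in the BtdCPU libraries and leaves removal of ribosomal RNA open.

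If activation of the ISR by any route lowered the mitochondrial mRNAs, both compounds would do so alike at equal ISR scores. In Perk-null cells with thapsigargin, where the ISR scores differed by 0.05, they were lower with BtdCPU than with halofuginone by a median of -0.80 (13 of 13 mRNAs, camera adjusted p 0.00328, fry adjusted p 0.0202, 32 tests). In WT cells with thapsigargin, where the scores differed by -0.04, the median lay in the opposite direction, at 0.20 (2 of 13 mRNAs lower, camera adjusted p 0.317). With the compounds alone it was -0.22 in WT (9 of 13 lower, camera adjusted p 0.474) and -0.40 in Perk-null cells (10 of 13 lower, camera adjusted p 0.247). After the trend on GC content and length was removed, the falls over thapsigargin in Perk-null cells lay closer together. They were -0.83 with BtdCPU and -0.63 with halofuginone, in place of -0.94 and -0.26. Before that correction the result argues against the ISR as the whole cause only for Perk-null cells with thapsigargin. The gap was not tested after the correction. No action specific to BtdCPU is shown in WT cells. What lowers these mRNAs was not tested.

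Whether the compounds restore in Perk-null cells what thapsigargin does in WT cells was examined across genes, which are not independent replicates. Over 16016 genes outside the ISR list, the change over thapsigargin in Perk-null cells correlated with the WT response to thapsigargin at a Pearson r of 0.23 for BtdCPU and 0.46 for halofuginone, where over 0.5 with both was set for a response shared across all genes. By rank the values were 0.33 and 0.51, and with genes limited to an average log2 CPM of at least 2 they were 0.45 and 0.57. BtdCPU thus stayed under 0.5 in all 3, whereas halofuginone lay on either side, which leaves open how far it supplies the WT response outside the ISR list. For the 49 ISR genes the Pearson values were 0.88 and 0.82, and by rank 0.76 and 0.68.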
